# Subgingival bacterial colonization profiles correlate with gingival tissue gene expression

**DOI:** 10.1186/1471-2180-9-221

**Published:** 2009-10-18

**Authors:** Panos N Papapanou, Jan H Behle, Moritz Kebschull, Romanita Celenti, Dana L Wolf, Martin Handfield, Paul Pavlidis, Ryan T Demmer

## Abstract

**Background:**

Periodontitis is a chronic inflammatory disease caused by the microbiota of the periodontal pocket. We investigated the association between subgingival bacterial profiles and gene expression patterns in gingival tissues of patients with periodontitis. A total of 120 patients undergoing periodontal surgery contributed with a minimum of two interproximal gingival papillae (range 2-4) from a maxillary posterior region. Prior to tissue harvesting, subgingival plaque samples were collected from the mesial and distal aspects of each tissue sample. Gingival tissue RNA was extracted, reverse-transcribed, labeled, and hybridized with whole-genome microarrays (310 in total). Plaque samples were analyzed using checkerboard DNA-DNA hybridizations with respect to 11 bacterial species. Random effects linear regression models considered bacterial levels as exposure and expression profiles as outcome variables. Gene Ontology analyses summarized the expression patterns into biologically relevant categories.

**Results:**

Wide inter-species variation was noted in the number of differentially expressed gingival tissue genes according to subgingival bacterial levels: Using a Bonferroni correction (p < 9.15 × 10^-7^), 9,392 probe sets were differentially associated with levels of *Tannerella forsythia*, 8,537 with *Porphyromonas gingivalis*, 6,460 with *Aggregatibacter actinomycetemcomitans*, 506 with *Eikenella corrodens *and only 8 with *Actinomyces naeslundii*. Cluster analysis identified commonalities and differences among tissue gene expression patterns differentially regulated according to bacterial levels.

**Conclusion:**

Our findings suggest that the microbial content of the periodontal pocket is a determinant of gene expression in the gingival tissues and provide new insights into the differential ability of periodontal species to elicit a local host response.

## Background

It is well established that the microbiota of the dental plaque are the primary etiologic agents of periodontal disease in humans [1]. The complex consortium of bacteria in the subgingival plaque biofilm [2] is in a state of dynamic equilibrium with the inflammatory response mounted in the adjacent gingival tissues, resulting in interdependent shifts in the composition of both the bacterial community and the ensuing inflammatory infiltrate. Indeed, it is known that microbial profiles of plaques harvested from healthy gingival sulci differ from those stemming from gingivitis or periodontitis lesions [3,4]. Similarly, the cellular and molecular fabric of healthy gingival tissues differs from that of an incipient, early or established periodontitis lesion [5,6].

A relatively new genomic tool that facilitates the study of the biology of cells, tissues or diseases is gene expression profiling, i.e., the systematic cataloging of messenger RNA sequences, and has provided enormous insights in the pathobiology of complex diseases, particularly in cancer research [7,8]. Our group was the first to describe gingival tissue transcriptomes in chronic and aggressive periodontitis [9] and recently provided a comprehensive description of differential gene expression signatures in clinically healthy and diseased gingival units in periodontitis patients [10]. To date, a limited amount of data are available characterizing oral tissue transcriptomes in response to bacterial stimuli. *In vitro *experiments [11-15] demonstrated a degree of specificity in the transcriptional responses of epithelial cells challenged by commensal or pathogenic species and have provided a foundation upon which *in vivo *studies can further contribute [16]. A pilot study including conventionally reared, germ free and SCID mice demonstrated that commensal microbial colonization influences the expression of innate host defense mediators at both the mRNA and the protein level in the periodontal tissues [17]. In a non-oral setting, a number of studies have examined the transcriptional profiles in response to microbial stimuli in intestinal [18-22], gastric [23] and corneal epithelia [24].

In this publication, we expand our earlier work and investigate the association between the subgingival bacterial profile of the periodontal pocket and the whole genome transcriptome of the gingival tissue that is in intimate contact with the microbial biofilm.

## Methods

The study design was approved by the Institutional Review Board of the Columbia University Medical Center.

### Subjects

120 subjects with moderate to severe periodontitis [65 (54.2%) with chronic and 55 with aggressive periodontitis] were recruited among those referred to the Post-doctoral Periodontics Clinic of the Columbia University College of Dental Medicine. Eligible patients were (i) >13 yrs old; (ii) had ≥24 teeth; (iii) had no history of systematic periodontal therapy other than occasional prophylaxis, (iv) had received no systemic antibiotics or anti-inflammatory drugs for ≥6 months, (v) harbored ≥4 teeth with radiographic bone loss, (vi) did not have diabetes or any systemic condition that entails a diagnosis of "Periodontitis as a manifestation of systemic diseases" [25], (vii) were not pregnant, and (ix) were not current users of tobacco products or nicotine replacement medication. Signed informed consent was obtained prior to enrollment.

### Clinical examination

All participants underwent a full-mouth examination of the periodontal tissues at six sites per tooth by a single, calibrated examiner. Variables recorded included presence/absence of visible dental plaque (PL), presence/absence of bleeding on probing (BoP), probing depth (PD), and attachment level (AL). Data were entered chair-side to a computer and stored at a central server.

### Gingival tissue donor areas and tissue sample collection

Subsequently to clinical data entry, a specially developed software identified periodontally 'diseased' and 'healthy' tooth sites based on the clinical data. 'Diseased' sites showed BoP, had interproximal PD ≥4 mm, and concomitant AL ≥3 mm. 'Healthy' sites showed no BoP, had PD ≤4 mm and AL ≤2 mm. Next, the software identified (i) maxillary 'diseased' and 'healthy' interdental papillae, based on the above criteria, and (ii) pairs of diseased interdental papillae with similar clinical presentation (PD and AL within 2 mm of each other). A posterior maxillary sextant encompassing a pair of qualifying 'diseased' interdental papillae was identified.

Periodontal surgery was performed at the identified sextant with no prior supra- or subgingival instrumentation. After local anesthesia, submarginal incisions were performed, mucoperiosteal flaps were reflected, and the portion of each interproximal gingival papilla that adhered to the root surface was carefully dissected. This section comprised the epithelial lining of the interproximal periodontal pockets and the underlying connective tissue. After dissection, the gingival tissue specimens were thoroughly rinsed with sterile normal saline solution and transferred into Eppendorf tubes containing a liquid RNA stabilization reagent (RNA*later*, Ambion, Austin, TX). A minimum of 2 diseased papillae were harvested from each sextant and, whenever available, a healthy tissue specimen was obtained from an adjacent site. After collection of the specimens, pocket elimination/reduction periodontal surgery was completed according to standard procedures. All patients received additional periodontal therapy according to their individual needs.

### RNA extraction, reverse transcription, *in vitro *cRNA synthesis

The tissue specimens were stored in a liquid RNA stabilization reagent (RNA*later*) overnight at 4°C, snap-frozen and stored in liquid nitrogen. All further processing occurred simultaneously for gingival biopsies originating from the same donor. Specimens were homogenized in Trizol (Invitrogen Life Technologies, Carlsbad, CA, USA). After incubation with chloroform and centrifugation at 12,000 g, RNA collected in the upper aqueous phase was precipitated by mixing with 75% isopropyl-alcohol and additional centrifugation and washings. The extracted RNA was purified using a total RNA isolation kit (RNeasy; Qiagen, Valencia, CA, USA), quantified spectrophotometrically, and 7.5 micrograms of total RNA were reverse-transcribed using a one-cycle cDNA synthesis kit (GeneChip Expression 3' amplification one-cycle cDNA synthesis kit; Affymetrix, Santa Clara, CA, USA). Synthesis of biotin-Labeled cRNA was performed using appropriate amplification reagents for in vitro transcription (GeneChip Expression 3'-Amplification Reagents for IVT labeling kit; Affymetrix). The cRNA yield was determined spectrophotometrically at 260 nm. Twenty μg of cRNA were fragmented by incubation in fragmentation buffer at 94°C for 35 min and stored at -80°C until hybridizations.

### Gene Chip hybridizations

Whole genome microarrays (Human Genome U-133 Plus 2.0 arrays; Affymetrix) arrays, comprising 54,675 probe sets to analyze more than 47,000 transcripts including 38,500 well-characterized human genes, were used. Hybridizations, probe array scanning and gene expression analysis were performed at the Gene Chip Core Facility, Columbia University Genome Center. Each sample was hybridized once and each person contributed with 2 to 4 (median 3) tissue samples.

### Harvesting of bacterial plaque

After identification of the interproximal papillae to be harvested and prior to periodontal surgery, subgingival plaque samples were obtained from the mesial and distal aspects of each gingival tissue sample using sterile curettes. After careful removal of supra-gingival plaque, the curette was placed subgingivally until the bottom of the probeable pocket was reached and subgingival plaque was collected by a single scaling stroke. The individual plaque samples were transferred into Eppendorf tubes containing 200 μl of sterile T-E buffer (10 mM Tris HCl, 1.0 mM EDTA, pH 7.6) and were not pooled at any stage of the processing described below.

### Processing of plaque samples

Immediately after transfer to the laboratory the plaque pellet was re-suspended, vigorously vortexed, and 200 μl of a 0.5 M NaOH solution were added. Digoxigenin-labeled, whole genomic probes were prepared by random priming by the use of the High-Prime labeling kit (Roche/Boehringer-Mannheim, Indianapolis, IN, USA) from the following microbial strains: *Aggregatibacter actinomycetemcomitans *(ATCC 43718)*, Porphyromonas gingivalis *(ATCC 33277)*, Tannerella forsythia *(ATCC 43037), *Treponema denticola *(ATCC 35404)*, Prevotella intermedia *(ATCC 25611)*, Fusobacterium nucleatum *(ATCC 10953)*, Parvimonas micra *(ATCC 33270)*, Campylobacter rectus *(ATCC 33238)*, Eikenella corrodens *(ATCC 23834), *Veillonella parvula *(ATCC 10790), and *Actinomyces naeslundii *(ATCC 49340). Further processing was carried out according to the checkerboard DNA-DNA hybridization method [26] as earlier described [27] with the following modifications: The chemiluminescent substrate used for detection was CSPD (Roche/Boehringer-Mannheim). Evaluation of the chemiluminescence signal was performed in a LumiImager F1 Workstation (Roche/Boehringer-Mannheim) by comparing the obtained signals with the ones generated by pooled standard samples containing 10^6 ^or 10^5 ^of each of the species. Standard curves were generated for each species by means of the LumiAnalyst software (Roche/Boehringer-Mannheim), and the obtained chemiluminescent signals were ultimately transformed into bacterial counts and exported into Excel files.

### Statistical Analysis

In all analyses, either R version 2.3.1 (Linux OS) or SAS for PC version 9.1 (SAS Institute, Cary, NC) were used. Gene expression data were normalized and summarized using the log scale robust multi-array analysis (RMA, [28]) with default settings. Laboratory analysis provided a relative quantity of individual bacterial species for each plaque sample by comparison to known standards. Because the distribution of absolute bacterial counts was skewed, values were natural logarithm (ln) transformed, averaged within mouth and standardized by dividing each respective ln(bacterial count) by the population standard deviation for the respective species: one standard deviation on the ln scale (SD_ln_) was treated as equivalent across microbes as previously described [29]. In addition to standardized scores for each individual microbe, we also defined three bacterial groupings ('etiologic burden' (EB), 'putative burden' (PB), and 'health-associated burden (HAB), by summing the standardized values for the various subsets of species as follows [29]: To define EB, we utilized (i) the consensus report of the 1996 World Workshop in Periodontics identifying three bacterial species (*P. gingivalis, T. forsythia *and *A. actinomycetemcomitans*) as causally related to periodontitis [30], and (ii) Socransky's "Red Complex" [31] further identifying *T. denticola *as a species that closely co-varies with *P. gingivalis *and *T. forsythia *in pathological periodontal pockets. The 5 bacterial species deemed putatively associated with periodontal disease (*C. rectus*, *E. corrodens*, *F. nucleatum*, *P. micra *and *P. intermedia*) were grouped as PB [30]. Finally, HAB included two 'health-associated' bacterial species, *A. naeslundii *and *V. parvula *[31].

Differential gene expression was the dependent variable in standard mixed-effects linear regression models which considered patient effects as random with a normal distribution. 

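Papillae of the same mouth resembled each other in expression. Of the variance left after tissue status, 37% (median over 54613 probe sets, quartiles 28% and 46%) lay between patients, by a mixed model fitted to each probe set by REML. This share was 55% for SPAG4 (sperm associated antigen 4), 45% for POU2AF1 (a transcriptional coactivator of B cells) and 48% for SLAMF7 (a receptor of plasma cells and natural killer cells), against 26% for GAPDH, a glycolytic enzyme used as control. It was 50% for DSC1, which encodes the desmosomal cadherin desmocollin 1, 50% for MZB1, a chaperone of antibody secretion, and 19% for KRT14, a keratin of basal keratinocytes. Across genes, the deviations of 2 diseased papillae of a patient from the mean of all diseased papillae correlated at a median r of 0.55 (quartiles 0.39 and 0.67, n = 119 patients). Diseased papillae of different patients gave a median r of -0.01 (quartiles -0.19 and 0.17). The mean r of the pairs from 1 patient, 0.52, was tested by upper-tail permutation of the patient labels (p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates, so each r describes a pair of papillae. The paper states that the biopsies of a donor were processed together. It also states that a pair of diseased papillae was chosen in 1 sextant for similar probing depth and attachment level. Any likeness from shared processing or from this matching counts in these values. Neither can be told apart here from likeness of papillae of 1 mouth.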

Standardized bacterial count and gingival tissue status ('healthy' vs. 'diseased') were modeled as fixed effects. Bacterial count was defined as the average value derived from two plaque samples collected from the mesial and distal sites flanking each of harvested papilla, respectively. 

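Tissue status accounted for a sizeable part of the spread of some transcripts and for little of most others. It explained 35.5% of the variance of POU2AF1, 30.7% of that of SPAG4, 26.6% of that of DSC1 and 25.8% of that of SLAMF7, but 0.229% of that of GAPDH. Over all 54613 probe sets the median share explained by status was 1.34%, and 1.70% within the 69 patients with both healthy and diseased papillae. Differences among diseased papillae stayed large for the same genes. With 1 diseased papilla from each of 120 patients, the SD of the log2 value was 1.21 for SPAG4, 1.14 for POU2AF1, 1.16 for SLAMF7 and 1.46 for DSC1, against 0.41 for GAPDH. The bacterial counts that the paper models beside tissue status were not used here.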

Gingival tissue status was included in the model to adjust for the confounding effects related to unmeasured characteristics of disease vs. healthy tissue (e.g., tissue properties affecting bacterial colonization or levels of non-investigated bacterial species). To further minimize the potential for confounding, we conducted alternate analyses restricted to diseased tissue and further adjusted for probing depth. Statistical significance for each probe set was determined using both the Bonferroni criterion and q-value [32]. For each probe set, a fold-change was computed by taking the following ratio: raw expression values among gingival tissue samples adjacent to periodontal sites with fifth quintile bacterial colonization levels vs. expression values in samples adjacent to first quintile colonization levels. Therefore, fold-change values represent relative RNA levels in tissues adjacent to 'high' vs. 'low' bacterial colonization sites.

Gene Ontology analysis was performed using ermineJ [33] with the Gene Score Resampling method. P-values generated from the aforementioned mixed-models, were used as input to identify biologically-relevant groups of genes showing differential expression in relation to bacterial colonization. Gene symbols and descriptions were derived from the Gemma System (HG-U133_Plus_2_NoParents.an.zip) and downloaded from http://chibi.ubc.ca/microannots/. Experimental details and results following the MIAME standards [34] are available at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE16134.

### Real-time RT-PCR Confirmations

To independently confirm the expression data generated by the microarray experiments, we performed quantitative real-time RT-PCR analyses for three genes strongly differentially regulated by subgingival bacterial levels (Sperm-associated antigen4 (Spag4), POU class 2 associating factor 1 (POU2AF1), and SLAM family member 7 (SlamF7), while glyceraldehyd-3-phosphatedehydrogenase (GAPDH) was used as a constitutively expressed control gene. In this confirmatory step we used subset of five patients, selected upon the basis of strong differential regulation of the above genes, each contributing with both a 'healthy' and a 'diseased' tissue sample.

In brief, quantitative real-time PCR was performed as described previously [35]. The Taqman Gene Expression Assays Hs00162127_m1, Hs00221793_m1, Hs01573371_m1, and Hs99999905_m1 were used for Spag4, POU2AF1, SlamF7, and glyceraldehyd-3-phosphatedehydrogenase (GAPDH), respectively (Applied Biosystems, Foster City, CA). Three technical replicates per sample and gene were performed. Since in the *Affymetrix *microarray platform, genes are often represented by multiple oligonucleotide probes, we calculated means of the normalized expression data for all probes mapping to the three genes in each gingival tissue specimen. 

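Averaged in this way, transcripts of all 3 genes measured by RT-PCR were more abundant in diseased than in healthy papillae of the same patients. The arrays of all 69 patients with both kinds of papilla were used, since the paper's text does not name its 5 patients, and the diseased papillae of a patient were averaged. SPAG4, with 1 probe set, was higher by 1.87 ± 1.22 on the log2 scale (mean ± SD, n = 69 patients), a ratio of 3.66, and was higher in 65 of 69 patients. SLAMF7, the mean of 3 probe sets, was higher by 1.38 ± 1.09 and in 62 of 69 patients. POU2AF1, the mean of 2 probe sets, was higher by 1.06 ± 0.79 and in 64 of 69 patients. Its probe sets differed: the brighter was higher by 2.09 ± 1.55 when taken alone, while the dimmer, at a mean log2 level of 3.21, changed by 0.02 in limma's test of all samples (Bonferroni adjusted p = 1). GAPDH, the control gene, differed by -0.11 ± 0.84 over its 3 probe sets and was higher in 25 of 69 patients (p = 0.3). DSC1, the desmocollin 1 gene, tested in the same way, fell by 2.12 ± 1.76 and was higher in 11 of 69 patients. For SPAG4, POU2AF1, SLAMF7 and DSC1 a two-sided sign-flip permutation test gave p = 1e-05, the smallest that 100000 permutations can give. After Benjamini-Hochberg adjustment over the 5 genes the p of this test was 1.2e-05. The paper names these 4 genes from a comparison of both states in a subset of these patients. Their direction is therefore no independent evidence.

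**Figure D1:**
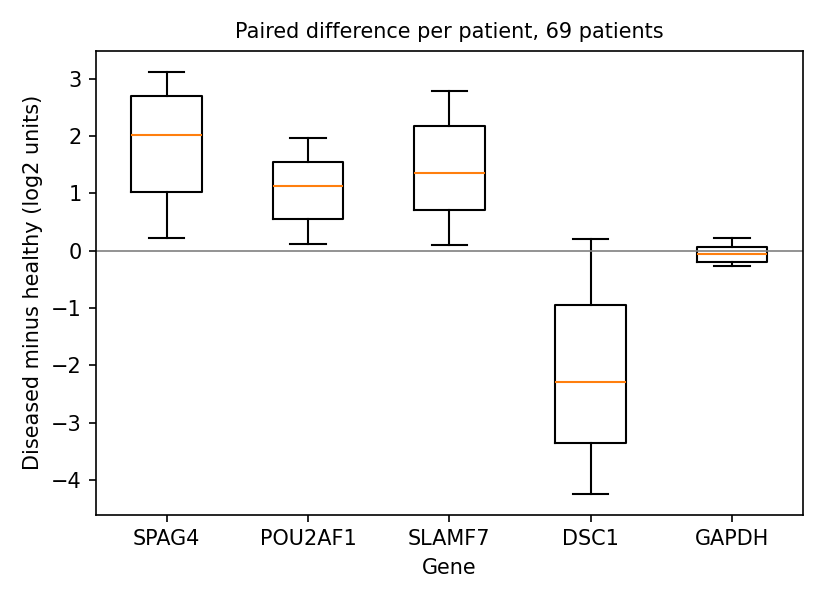
Difference in log2 expression between the diseased and the healthy papillae of a patient, as the mean over the probe sets of each gene, for 69 patients. Boxes span the quartiles, lines within them mark the medians (SPAG4 2.02, POU2AF1 1.12, SLAMF7 1.36, DSC1 -2.29, GAPDH -0.06), and whiskers reach the 10th and 90th percentiles. The boxes of SPAG4, POU2AF1 and SLAMF7 lie above 0, that of DSC1 lies below 0 and that of GAPDH holds 0.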

Subsequently, we calculated *Spearman *correlation coefficients for the mean microarray expression values and the Δct values obtained by quantitative RT-PCR.

## Results

The mean age of the enrolled patients was 39.9 years (range 13-76). Sixty one patients (50.8%) were male. Based on self-reported race/ethnicity, 39.2% of the participants were White, 21.7% Black, 27.5% of mixed race, and 73.3% Hispanic.

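Gingival papillae of 120 patients were measured on the Affymetrix Human Genome U133 Plus 2.0 array, which holds 54675 probe sets. The tissue holds pocket epithelium and the connective tissue under it, with whatever cells had entered them. Of 310 papillae, 1 array each, 241 were diseased and 69 were healthy, and each healthy papilla came from a patient who also gave diseased papillae. A patient gave 2 to 4 papillae (median 3), and 119 patients gave at least 2 diseased ones. The authors deposited log2 values made by RMA, which corrects background, brings the arrays to 1 distribution and summarizes the probes of a probe set. These values ran from 2.33 to 14.48. The median log2 value of an array was 5.18 to 5.49 (median 5.26) in healthy papillae and 5.18 to 5.39 (median 5.29) in diseased papillae. No pair of arrays held identical values, and the highest correlation between 2 arrays was 0.996. The precision of a comparison depends on the number of arrays and on signal over background. The log2 values were used as deposited. After the 62 Affymetrix control probe sets were left out, 54613 probe sets were tested. Of these, 41091 named 1 gene, 1801 named several and 11721 had no gene name here. A gene was represented by the probe set with the highest mean log2 value among those naming that gene alone, which gave 19775 genes. Each probe set and gene was fitted with limma, with tissue status as fixed effect and the patient as random block (consensus correlation 0.37). Differences are diseased minus healthy on the log2 scale, and a call is a Bonferroni adjusted p under 0.05. The 3' minus 5' difference of the GAPDH control probe sets, a sign of RNA degradation, differed by -0.14 ± 1.34 between the papillae of a patient (n = 69, higher in 41, permutation p = 0.42, adjusted p = 0.51 over 6 control measures). Of the same measures, the 5' and middle control probe sets of 28S ribosomal RNA were lower in diseased papillae by -1.75 ± 1.97 and -0.58 ± 0.85 (permutation p = 1e-05 each).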

Among the 310 harvested gingival tissue samples, 69 originated from periodontally healthy sites and 241 from periodontally diseased sites. No healthy tissue samples were available from 51 patients. Probing pocket depth values ranged from 1 to 4 mm in the healthy tissue samples, and between 5 and 11 mm in the diseased tissue samples.

Table 1 describes the subgingival bacterial load in the periodontal pockets adjacent to the 310 harvested gingival tissue samples. As indicated by the > 0 minimum values for all bacteria, all tissue samples were in contact with biofilms that were ubiquitously inhabited by all 11 investigated species. However, the subgingival colonization level by each species varied greatly. Median levels of *P. intermedia, T. forsythia*, and *F. nucleatum *were highest while levels of *A. actinomycetemcomitans, C. rectus *and *V. parvula *were lowest in the pockets adjacent to the obtained gingival tissue specimens.

**Table 1:** Subgingival bacterial load^*a *^in the periodontal pockets adjacent to the harvested gingival tissue samples

Bacterial species	Minimum	**25th pctl**^***b***^	Median	75th pctl	Maximum	AVG	SD
*A. actinomycetemcomitans*	1.4	8.9	18.1	63.6	2306.9	58.5	154.5
*P. gingivalis*	1.1	8.8	112.6	442.0	9740.5	379.3	821.5
*T. forsythia*	3.1	44.4	236.2	758.0	4867.5	543.2	762.9
*T. denticola*	1.6	12.2	70.2	201.3	3318.5	190.8	360.5
*P. intermedia*	4.0	88.2	245.4	531.8	7189.3	470.2	762.7
*F. nucleatum*	14.4	113.1	200.4	348.6	6470.1	270.4	399.5
*P. micra*	4.6	60.7	118.3	211.4	5606.5	189.1	351.9
*C. rectus*	1.1	10.3	28.3	76.3	2457.8	89.1	219.1
*E. corrodens*	1.0	14.3	29.0	71.8	2801.0	74.9	185.6
*V. parvula*	1.5	17.1	35.8	95.2	3004.0	105.1	238.9
*A. naeslundii*	3.8	93.5	179.1	408.3	11353.1	434.4	1003.2

^*a *^Values are bacterial counts × 10 000, obtained through checkerboard DNA-DNA hybridization, and represent the average load of the two pockets adjacent to each tissue sample.

^*b *^Percentile.

Regression models adjusted for clinical status (periodontal health or disease) were used to identify probe sets whose differential expression in the gingival tissues varied according to the subgingival level of each of the 11 investigated species. Using a p-value of < 9.15 × 10^-7 ^(i.e., using a Bonferroni correction for 54,675 comparisons), the number of differentially expressed probe sets in the gingival tissues according to the level of subgingival bacterial colonization was 6,460 for *A. actinomycetemonitans*; 8,537 for *P. gingivalis*; 9,392 for *T. forsythia*; 8,035 for *T. denticola*; 7,764 for *P. intermedia*; 4,073 for *F. nucleatum*; 5,286 for *P. micra*; 9,206 for *C. rectus*; 506 for *E. corrodens*; 3,550 for *V. parvula*; and 8 for *A. naeslundii*. Table 2 presents the top 20 differentially expressed probe sets among tissue samples with highest and lowest levels of colonization (i.e., the upper and the lower quintiles) by *A. actinomycetemcomitans*, *P. gingivalis *and *C. rectus*, respectively, sorted according to decreasing levels of absolute fold change. Additional Files 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11 present all the statistically significantly differentially expressed genes for each of the 11 species. Overall, levels of bacteria known to co-vary in the subgingival environment, such as those of the "red complex" [31]) species (*P. gingivalis, T. forsythia*, and *T. denticola*) were found to be associated with similar gene expression signatures in the gingival tissues. Absolute fold changes in gene expression were sizeable among the top 50 probes sets for these three species (range 11.2-5.5 for *P. gingivalis*, 10.4-5.3 for *T. forsythia*, and 8.9-5.0 for *T. denticola*). Corresponding fold changes for the top differentially expressed probe sets ranged between 9.0 and 4.7 for *C. rectus*, 6.9-3.8 for *P. intermedia*, 6.8-4.1 for *P. micra*, 5.8-2.2 for *A. actinomycetemcomitans*, 4.6-2.9 for *V. parvula*, 4.3-2.8 for *F. nucleatum*, 3.2-1.8 for *E. corrodens*, and 2.0-1.5 for *A. naeslundii*. Results for the 'etiologic', 'putative' and 'health-associated' bacterial burdens were consistent with the those for the individual species included in the respective burden scores, and the top 100 probe sets associated with each burden are presented in Additional Files 12, 13, 14.

**Table 2:** Top 20 differentially regulated genes in gingival tissues according to subgingival levels of *A. actinomycetemcomitans, P. gingivalis *and *C. rectus*.

Rank	*A. actinomycetemcomitans*		*P. gingivalis*		*C. rectus*	
	**Gene**^***a***^	**FC**^***b***^	**Gene**	**FC**	**Gene**	**FC**

**1**	hypothetical protein MGC29506	5.76	hypothetical protein MGC29506	11.21	hypothetical protein MGC29506	9.04
**2**	tumor necrosis factor receptor superfamily, member 17	4.23	non-annotated	8.64	non-annotated	7.62
**3**	sperm associated antigen 4	4.01	tumor necrosis factor receptor superfamily, member 17	7.92	tumor necrosis factor receptor superfamily, member 17	6.48
**4**	interferon, alpha-inducible protein 6	3.91	immunoglobulin kappa variable 1-5	7.59	POU domain, class 2, associating factor 1	6.37
**5**	POU domain, class 2, associating factor 1	3.86	non-annotated	7.51	immunoglobulin heavy variable 1-69	6.34
**6**	CD79a molecule, immunoglobulin-associated alpha	3.65	immunoglobulin kappa variable 1-5	7.42	sperm associated antigen 4	6.14
**7**	FK506 binding protein 11, 19 kDa	3.58	immunoglobulin heavy variable 1-69	7.41	KIAA0125	6.10
**8**	hypothetical protein MGC29506	3.56	interferon, alpha-inducible protein 6	7.38	interferon, alpha-inducible protein 6	5.93
**9**	immunoglobulin lambda locus, immunoglobulin lambda constant 1	3.50	POU domain, class 2, associating factor 1	7.18	immunoglobulin kappa constant, immunoglobulin kappa variable 1-5	5.92
**10**	immunoglobulin heavy constant alpha 1	3.47	immunoglobulin kappa variable 1-5	7.16	interferon, alpha-inducible protein 6	5.72
**11**	KIAA0746 protein	3.41	interferon, alpha-inducible protein 6	6.97	immunoglobulin heavy constant alpha 1	5.65
**12**	CD79a molecule, immunoglobulin-associated alpha	3.39	non-annotated	6.96	Fc receptor-like 5	5.60
**13**	family with sequence similarity 46, member C	3.34	immunoglobulin heavy constant alpha 1	6.89	non-annotated	5.55
**14**	non-annotated	3.34	interferon, alpha-inducible protein 6	6.87	interferon, alpha-inducible protein 6	5.53
**15**	interferon, alpha-inducible protein 6	3.26	Fc receptor-like 5	6.85	interferon, alpha-inducible protein 6	5.52
**16**	potassium intermediate/small conductance calcium-activated channel, subfamily N, member 3	3.20	KIAA0125	6.79	immunoglobulin lambda locus, immunoglobulin lambda constant 1 (Mcg marker)	5.49
**17**	immunoglobulin lambda locus, immunoglobulin lambda constant 1 (Mcg marker)	3.16	immunoglobulin kappa variable 1-5	6.70	interferon, alpha-inducible protein 6, immunoglobulin heavy locus (G1m marker)	5.39
**18**	KIAA0746 protein	3.12	immunoglobulin lambda locus	6.67	non-annotated	5.37
**19**	SLAM family member 7	3.11	immunoglobulin lambda locus, immunoglobulin lambda constant 1 (Mcg marker)	6.63	immunoglobulin lambda locus, immunoglobulin lambda constant 1 (Mcg marker)	5.36
**20**	interferon, alpha-inducible protein 6	3.03	sperm associated antigen 4	6.59	immunoglobulin kappa constant, immunoglobulin kappa variable 1-5	5.35

^*a *^Repeated occurrence of the same gene among the top ranked is due to multiple probe sets mapping to the same gene

^*b *^Fold change indicates ratio of expression in gingival tissues in the upper over the lower quintile of colonization by the particular species

Additional regression models utilized data from diseased gingival tissue samples only and included probing pocket depth as an additional continuous covariate. These analyses, despite attenuated p-values and fold changes, confirmed that colonization by specific bacteria remained significantly associated with a differential gene expression in the gingival tissues. For example, in this analysis, among the top 50 differentially expressed probes sets according to colonization levels by *P. gingivalis*, *T. forsythia *or *T. denticola*, the ranges of absolute fold changes were 2.8 - 4.5, 3.3 - 5.5 and 2.5 - 4.3, respectively. All of the top 50 probe sets for each species maintained an FDR<0.05.

Table 3 presents the Spearman correlation coefficients between microarray-generated expression data and Δct values (PCR cycles) of quantitative real-time RT-PCR for three selected genes SPAG4, POU2AF1 and SLAMF7. Since lower Δct values indicate higher levels of expression, the calculated highly negative correlation coefficients between microrray-based expression values and Δct values represent strong and significant positive correlation between data generated by the two platforms.

**Table 3:** Correlation between microarray-based expression data and real time RT-PCR Δct values (PCR cycles) for three genes.

Gene	Spearman correlation coefficient	p-value
Spag4 ^*a*^	-0.95	0.0004
POU2AF1 ^*b*^	-0.94	0.0011
SlamF7 ^*c*^	-0.82	0.0058

^*a *^Sperm-associated antigen 4

^*b *^POU class 2 associating factor 1

^*c *^SLAM family member 7

Gene ontology (GO) analyses identified biological processes that appeared to be differentially regulated in the gingival tissues in relation to subgingival colonization. Additional File 15 provides a complete list of all the statistically significantly regulated GO groups for each of the 11 species. Table 4 exemplifies commonalities and differences in gingival tissue gene expression on the Gene Ontology level with respect to colonization levels by *A. actinomycetemcomitans *and the three "red complex" bacteria. The left column of the Table lists the 20 most strongly differentially regulated GO groups according to levels of *A. actinomycetemcomitans*, while the next three columns indicate the ranking of each particular GO group for *P. gingivalis, T. forsythia *and *T. denticola*, respectively. Although antigen processing and presentation was the highest ranked (i.e., most strongly differentially regulated) GO group for all four species, the second ranked GO group in the *A. actinomycetemcomitans *column (apoptotic mitochondrial changes) was ranked 96^th^, 101^st ^and 96^th^, respectively, for the other three bacteria. Likewise, the fifth ranked group in the *A. actinomycetemcomitans *column (phosphate transport) was ranked 56^th^, 63^rd ^and 71^st^, respectively for the three 3 "red complex" species. Protein-chromophore linkage (ranked 8^th ^for *A. actinomycetemcomitans*) ranked between 147^th ^and 152^nd ^for the other three species. Conversely, second-ranked regulation of cell differentiation for the "red complex" species, ranked 19^th ^for *A. actinomycetemcomitans*.

**Table 4:** Patterns of gene expression in gingival tissues, according to subgingival levels of *A. actinomycetemcomitans, P. gingivalis, T. forsythia *and *T. denticola*.

	*A. actinomycetemcomitans*	*P. gingivalis*	*T. forsythia*	*T. denticola*
**1**	antigen processing and presentation	**1**	**1**	**1**
**2**	apoptotic mitochondrial changes	**96**	**101**	**96**
**3**	antigen processing and presentation of peptide antigen	**3**	**3**	**3**
**4**	antigen processing and presentation of peptide antigen via MHC class I	**4**	**3**	**5**
**5**	phosphate transport	**56**	**63**	**71**
**6**	muscle development	**38**	**39**	**44**
**7**	MAPKKK cascade	**5**	**4**	**7**
**8**	protein-chromophore linkage	**152**	**150**	**147**
**9**	hemopoietic or lymphoid organ development	**9**	**11**	**10**
**10**	hemopoiesis	**11**	**12**	**11**
**11**	immune system development	**8**	**10**	**9**
**12**	protein amino acid N-linked glycosylation	**50**	**81**	**52**
**13**	fatty acid biosynthetic process	**17**	**21**	**8**
**14**	regulation of anatomical structure morphogenesis	**7**	**6**	**7**
**15**	acute inflammatory response	**24**	**18**	**21**
**16**	humoral immune response	**37**	**40**	**35**
**17**	activation of immune response	**62**	**58**	**54**
**18**	regulation of cell adhesion	**51**	**45**	**47**
**19**	regulation of cell differentiation	**2**	**2**	**2**
**20**	hemostasis	**12**	**15**	**14**

The left column lists the top 20 differentially expressed Gene Ontology (GO) groups, according to levels of *A. actinomycetemcomitans *while columns to the right describe the ranking of these particular GO groups for the other three species.

Figure 1 provides a visual illustration of a cluster analysis that further underscores the level of similarity in gingival tissue gene expression according to colonization by each of the 11 investigated species. The clusters identify bacterial species whose subgingival colonization levels are associated with similar patterns of gene expression in the adjacent gingival tissues. The relative proximity of the investigated species on the x-axis reflects the similarity among the corresponding gingival gene expression signatures. The color of the heat map indicates the relative strength of differential regulation of each particular GO group (i.e., each pixel row) among the 11 species, with yellow/white colors indicating strong regulation and red colors a weaker regulation. Not unexpectedly, "red complex" bacteria clustered closely together, but were interestingly far apart from *A. actinomycetemcomitans*, which showed higher similarity with *E. corrodens *and *A. naeslundii*.

**Figure 1:**
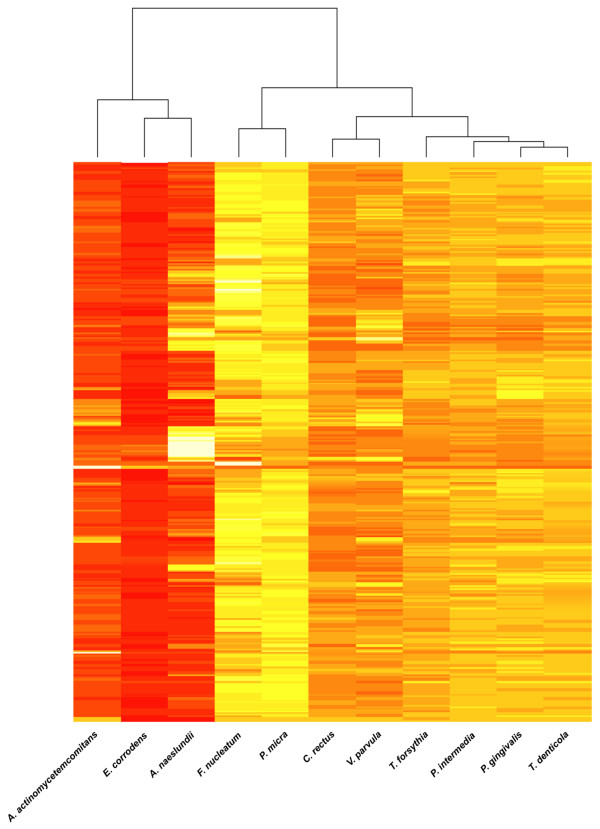
**Cluster analysis of Gene Ontology (GO) groups differentially expressed in gingival tissues according to subgingival colonization by the 11 investigated species**. The clusters identify bacterial species whose subgingival colonization levels are associated with similar patterns of gene expression in the adjacent gingival tissues. The color of the heat map indicates the relative strength of differential regulation of each particular GO group (i.e., each pixel row) among the 11 investigated species, with yellow/white colors indicating strong regulation and red colors weaker regulation.

## Discussion

To the best of our knowledge, this is the first study to examine the association between subgingival bacterial colonization patterns and gingival tissue gene expression in human periodontitis. Our data demonstrate that the variable bacterial content of the periodontal pocket correlates with distinct gene expression signatures in the adjacent gingival tissues. Importantly, even though we examined colonization patterns by only a limited number of bacterial species, we found that the variable subgingival bacterial load by several -but clearly not all- species correlated significantly with tissue gene expression. In other words, and to paraphrase both Anton van Leeuwenhoek and George Orwell, our data indicate that all subgingival "animalcules" are not "equal" in this respect.

In a recent publication [10], we presented transcriptomic data from a subset of patients involved in the present report (90 patients and 247 arrays out of the total of 120 patients and 310 arrays included here) and compared gene expression profiles of clinically healthy and diseased gingival tissues in patients with periodontitis. 

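Over all 310 arrays, 2687 of 19775 genes were higher in diseased papillae and 3046 were lower by limma with the patient as random block. At the level of probe sets, 5269 of 54613 were higher and 7078 lower. The largest rises among genes that moved the same way in at least 80% of the 69 patients with both kinds of papilla included many immunoglobulin transcripts. IGHD and IGHM, heavy chain genes, rose by 2.48 (SE 0.15, adjusted p = 8.58e-39) and 2.39 (SE 0.16, adjusted p = 4.53e-34), higher in 63 and 59 of 69 patients. Rises of 1.97 to 2.27 were found for IGHA1, IGLJ3, IGLL5 and IGK, for the pseudogene BMS1P20, for TNFRSF17, the receptor BCMA of plasma cells, and for MZB1, TENT5C and FAM30A. Probe sets of immunoglobulin genes can share targets, so their single names are uncertain. None of the 4 other probe sets of IGHD or the 2 others of IGLL5 was called, while all 4 others of IGHM were called higher. Of the 4 others of BMS1P20, 1 was called higher. MLIP (2.12) is uncertain too because another of its probe sets was called lower. POU2AF1 (2.24) and SPAG4 (2.02) belong to the same group, as does CXCL6, a chemokine that attracts neutrophils, at 1.97 (SE 0.14, adjusted p = 2.7e-31, higher in 63 of 69 patients). Among the annotated genes of the paper's Table 2, which the study chose on these samples, CD79A rose by 1.84, SEL1L3 by 1.73, FKBP11 by 1.59, FCRL5 by 1.50, IGLC1 by 1.03, KCNN3 by 0.90, IGKC by 0.90 and IGHG1 by 0.55. IGLC1 (mean 14.09 in diseased papillae) and IGKC (13.25) lay near the highest value of the arrays, 14.48, where changes are compressed, so their rises are not comparable in size with the others. Since the study chose all these genes of Table 2 on these samples, their direction is not independent evidence. IGHV1-69, on a dim probe set with a mean of 3.16 in healthy papillae, was at 0.44 (adjusted p = 0.00834). It was not called when patients were ignored or with 1 diseased papilla per patient, among other settings. IFI6, which Table 2 also lists, was at -0.18 (SE 0.10, adjusted p = 1) on the probe set naming IFI6 alone. AADACL2, which resembles arylacetamide deacetylase, fell by 2.09 (SE 0.14, adjusted p = 2.44e-32, lower in 63 of 69 patients). Genes for proteins of the cornified layer were among the largest falls, FLG2 by 1.72, LORICRIN by 1.45 and FLG by 1.39, as was CALML5 by 1.33. ARG1, which encodes arginase 1, fell by 1.65. NEFL, a neurofilament gene, WAKMAR2, POF1B, FAM83C, BPIFC, SH3GL3 and MAP2, a microtubule protein of neurons, fell by 1.34 to 1.75. None of the 3 other probe sets of ARG1 or the 2 others of SH3GL3 was called, so these 2 falls rest on 1 probe set each.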

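POU2AF1, SPAG4 and SLAMF7 rose in diseased papillae, and DSC1 fell. The paper names these genes from its comparison of both states in a subset of these patients, so their direction is not independent evidence. POU2AF1 was higher by 2.24 (SE 0.14, adjusted p = 4.92e-40 from limma, higher in 64 of 69 patients), SPAG4 by 2.02 (SE 0.13, adjusted p = 3.25e-36, 65 patients) and SLAMF7 by 1.70 (SE 0.13, adjusted p = 3.28e-28, 63 patients). DSC1 fell by 2.17 (SE 0.16, adjusted p = 6.62e-29, lower in 58 of 69 patients). Of 32 measured genes of inflammatory cytokines and chemokines, 18 were higher and 2 lower (20 and 2 adjusted over the list alone). CXCL1 and CXCL8, which attract neutrophils, rose by 1.84 (SE 0.11) and 1.32 (SE 0.13), and CXCL13, which attracts B cells, by 1.31 (SE 0.12). The list lay higher by 0.52 ± 0.49 (SD, n = 69 patients) in 59 patients, with an adjusted p of 2.97e-07 from camera. Its 2 lower members were CXCL14 and IL18. Complement genes were higher in 11 of 19 and lower in none (13 and 1 adjusted over the list alone), a mean of 0.41 ± 0.44 in 60 patients (adjusted p = 1.16e-06). C3 rose by 1.12 and CFI, which cleaves C3b and C4b, by 1.08, and C1QA, a gene also in the macrophage list, by 0.81. Of 13 genes of MHC class II presentation, 8 were higher and none lower (12 higher adjusted over the list alone), a mean of 0.46 ± 0.55 in 61 patients (adjusted p = 2.12e-06, and adjusted p = 0.0673 with an estimated correlation). HLA-DOB, a modulator of peptide loading in B cells, rose by 1.39 and the protease gene CTSS by 0.85. The other probe set of HLA-DOB was not called. MHC class I presentation had 7 of 17 genes higher and none lower (9 higher adjusted over the list alone, and 3 with the patient as fixed block), a mean of 0.20 ± 0.46 in 55 patients (adjusted p = 0.00416, and adjusted p = 0.305 with an estimated correlation). TAPBP, the tapasin gene, rose by 0.60, but none of its 2 other probe sets was called. HLA-C rose by 0.41, and all 3 others of its probe sets were called higher. In the toll-like receptor pathway 10 of 21 genes were higher and 2 lower (12 and 4 adjusted over the list alone), a mean of 0.21 ± 0.20 in 59 patients (adjusted p = 0.00275, and adjusted p = 0.0707 with an estimated correlation). LY96, the coreceptor MD-2 of TLR4, rose by 1.04 and TLR10 by 0.70, while NOD2 and TLR5 were the lower members. With the patient as fixed block only 1 member was called lower. Genes of mitochondrial apoptosis went both ways, with 7 of 23 higher and 4 lower (10 and 6 adjusted over the list alone, and 4 higher with the 28S ribosomal control probe set as covariate) and a mean of 0.07 ± 0.22 (adjusted p = 0.342, higher in 42 patients). BCL2L11 and BMF, which promote apoptosis, rose by 0.91 and 0.61, BCL2A1, which opposes it, rose by 0.79, and BNIP3 fell by 0.81. From its comparison of both states in a subset of these patients, which its text does not list by sample, the paper states that differential expression was substantial and covered anticipated as well as unanticipated genes. Members that moved against their list were named after their values were seen.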

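Genes of tissue breakdown and of secretion rose in diseased papillae, while those of desmosomes and of the epidermal lipid barrier fell. Of 24 measured genes of matrix degradation, 20 were higher and none lower (22 higher adjusted over the list alone). Their mean was 0.59 ± 0.50 (SD, n = 69 patients), higher in 61 patients (adjusted p = 4.00e-11 from camera). As above, camera's p compares a list with all other genes at the preset correlation and does not measure the spread over patients. MMP7 rose by 1.47, PLAT, the tissue plasminogen activator, by 1.39 (SE 0.09), MMP12 by 1.37 and the collagenase gene MMP13 by 1.10. Endoplasmic reticulum secretion and the unfolded protein response had 24 of 30 genes higher and none lower (26 higher adjusted over the list alone), a mean of 0.41 ± 0.33 in 64 patients (adjusted p = 5.88e-13, and adjusted p = 0.0684 with an estimated correlation). HERPUD1 and SEL1L, which act in degradation of misfolded proteins, both rose by 0.96. Of 15 desmosome genes, 12 were lower and 1 was higher, over all genes and adjusted over the list alone, with a mean of -0.50 ± 0.44 in 62 patients (adjusted p = 2.12e-06, and adjusted p = 0.0554 with an estimated correlation). Besides DSC1, DSG1 fell by 0.99, PKP1 by 0.67 and PKP3 by 0.63. The other probe set of PKP1 was not called. The member that rose was DSG2, a desmoglein that simple epithelia also use. Epidermal lipid barrier genes were lower in 10 of 14 and higher in 2 (the same counts adjusted over the list alone), a mean of -0.46 ± 0.36 in 64 patients (adjusted p = 3.05e-05). ELOVL4 fell by 1.33, ABCA12 by 1.25, CYP4F22 by 1.00 and ALOX12B by 0.97, all genes of ceramide synthesis or transport. FADS2 and STS were higher, but with the patient as fixed block only 1 member was called higher. With the 28S ribosomal control probe set as covariate none was called higher. The interferon stimulated list was not called, with 1 of 24 genes higher and 4 lower (2 and 8 adjusted over the list alone). Without the patient block or with 1 diseased papilla per patient, among other settings, 2 were lower. The list had a mean of -0.16 ± 0.60 and was lower in 38 patients (adjusted p = 0.213). IFI27 fell by 0.75 and OAS1 by 0.52, and the higher member was IFITM1. Of 22 proliferation genes 3 were lower and none higher (7 lower and 1 higher adjusted over the list alone), a mean of -0.13 ± 0.32 in 46 patients (adjusted p = 0.0420). MCM4, of the replicative helicase, fell by 0.35 and PCNA by 0.29. This list was not called with an estimated correlation (adjusted p = 0.541) or without the patient block (adjusted p = 0.0835). Lists that did not pass were MAP kinase cascade with 4 of 21 higher and 3 lower (7 and 6 adjusted over the list alone, 1 and 2 with 1 diseased papilla per patient, adjusted p = 0.983), where DUSP6 rose by 0.57 and MAPK13 fell by 0.52, antimicrobial and alarmin genes with 1 of 14 higher and 2 lower (4 and 5 adjusted over the list alone, adjusted p = 0.525), where DEFB1 fell by 0.70, and bone resorption with 2 of 11 higher and 1 lower (3 and 2 adjusted over the list alone, adjusted p = 0.461), where NFATC1 rose by 0.30. For the MAP kinase list the mean change over genes was 0.01 and camera's direction was down. With an estimated correlation the calls of matrix degradation (adjusted p = 0.0347), cytokines and chemokines, complement and epidermal lipid barrier (adjusted p = 0.0492 each) held. A control probe set for the middle of 28S ribosomal RNA was lower in diseased papillae by -0.58 ± 0.85 (permutation p = 1e-05, higher in 18 of 69 patients), beside all these groups, while the one for its 3' part was at 0.095 (adjusted p = 1 from limma).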

We documented substantial differential gene expression between states of gingival health and disease that was reflected both by genes that were *a priori *anticipated to be variably expressed based on current knowledge (e.g., several inflammatory, immune function- and apoptosis-related genes), but also by genes that are not readily associated with gingival inflammation (e.g., the transcription factor POU2AF1, the sperm associated antigen 4 which appears to be associated with apoptosis (own unpublished data), the cell adhesion-mediating protein desmocollin 1, and the signaling lymphocytic activation molecule family member 7). In the present study, we sought to investigate whether the bacterial content of the periodontal pocket is also a determinant of gene expression in the adjacent gingival tissues in order to enhance our understanding of the host-bacterial interactions that take place in the interface between the plaque biofilm and the periodontal pocket. We realize that the above question can ideally be addressed in a longitudinal prospective rather than a cross-sectional study. Thus, although our analyses considered bacterial colonization as the independent exposure and tissue gene expression as the outcome, it is impossible to rule out reverse causation, i.e., that the qualitative characteristics of the gingival tissue are the determinants of bacterial colonization. However, given that periodontitis is a bacterially-induced infection, the former approach is reasonable in the discussion of the observed correlations between colonization patterns and tissue gene expression signatures. We also want to draw the reader's attention to the fact that, despite our inferences on each particular bacterial species' effect on the gingival tissue transcriptome, we have not studied individual mono-infections. Therefore, any properties ascribed to a particular species with respect to its ability to regulate genes in the gingival tissues cannot be entirely segregated from concomitant synergistic or antagonistic effects of other covarying bacteria among the ones studied or, most importantly, of the several hundreds of cultivable and uncultivable species that are known to colonize the periodontal pocket and were not investigated in this work [36]. Instead, the differential gene expression in the gingival tissues should more appropriately be attributed to the aggregate effect of the mixed microbial burden, and the specific investigated bacteria may simply serve as a surrogate for this mixed microbial burden to which they contribute. It must be further recognized that the gingival tissue transcriptomes are also influenced by a plethora of additional factors beyond those of bacterial origin, including biologically active host-derived molecules and tissue degradation byproducts, that could not be accounted for in our study.

In view of the above, and because the transcriptomic profiles analyzed originate from a mixed cell population comprising gingival epithelial cells, connective tissue fibroblasts and infiltrating cells, our data are not directly comparable with observations from the aforementioned *in vitro *studies of mono-infections of oral epithelial cell lines. Nevertheless, our data corroborate and extent data from these experimental settings. For example, ontology analysis of epithelial cell pathways differentially regulated after infection with *F. nucleatum *[14] identified MAPK signaling and regulation of actin cytoskeleton among the impacted pathways. Likewise, in line with observations by Handfield et al. [11], apoptotic mitochondrial changes, the second highest differentially regulated ontology group according to levels of *A. actinomycetemcomitans *was ranked 96^th ^according to subgingival levels of *P. gingivalis*. Indeed, *A. actinomycetemcomitans *is known to exert strong pro-apoptotic effects on various cell types encountered in inflamed gingival tissues, such as gingival epithelial cells [37] or invading mononuclear cells [38], attributed in part to its potent cytolethal distending toxin [39]. On the other hand, *P. gingivalis *was shown to inhibit apoptosis in primary gingival epithelial cells by ATP scavenging through its ATP-consuming nucleoside diphosphate kinase [40]. In contrast, other *in vitro *studies involving oral epithelial cells (for review see [41]) reported apoptotic cell death induced by *P. gingivalis *at very high (up to 1:50,000) multiplicities of infection [42], which arguably exceeds the *in vivo *burden in the periodontal pocket.

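Marker genes of most infiltrating and stromal cell types were higher in diseased than in healthy papillae. Plasma cell markers moved most, with 17 of 19 higher and none lower, over all genes and adjusted over the list alone, and a mean of 1.18 ± 0.81 (SD, n = 69 patients) in 63 patients (adjusted p = 9.56e-18 from camera). TNFRSF17 rose by 2.21 (SE 0.15, adjusted p = 1.46e-32 from limma), MZB1 by 1.98 and IRF4 by 1.80. Of these 19 genes, 6 are named in the paper from these samples, so their direction is not independent evidence. B cell markers were higher in 15 of 16 (15 higher and 1 lower adjusted over the list alone), a mean of 0.54 ± 0.41 in 62 patients (adjusted p = 3.49e-09). MS4A1, the CD20 gene, rose by 1.31, FCRLA by 1.07 and CD79B by 0.80. None of the 2 other probe sets of CD79B was called. Of 21 T and NK cell markers 15 were higher and none lower (17 higher adjusted over the list alone), a mean of 0.37 ± 0.40 in 58 patients (adjusted p = 3.65e-08, and adjusted p = 0.0684 with an estimated correlation). LCK, a kinase of the T cell receptor, rose by 0.81 and the granzyme gene GZMK by 0.74. Neutrophil markers were higher in 10 of 14 and lower in none (11 higher adjusted over the list alone), a mean of 0.52 ± 0.39 in 66 patients (adjusted p = 2.12e-06, and adjusted p = 0.0554 with an estimated correlation). FCGR3B, which has a near-identical paralog, rose by 1.29 and the formyl peptide receptor gene FPR1 by 1.06. The other probe set of FPR1 was not called. Monocyte and macrophage markers were higher in 13 of 16 and lower in none (14 higher adjusted over the list alone), a mean of 0.49 ± 0.47 in 59 patients (adjusted p = 3.59e-09), with MS4A4A up by 0.98 and CD14, a gene also in the toll-like receptor list, by 0.91. All 15 endothelial markers were higher, a mean of 0.67 ± 0.47 in 63 patients (adjusted p = 3.02e-15, all 15 adjusted over the list alone). SELE, the E-selectin gene, rose by 1.17, PECAM1 by 1.12 and the VEGF receptor gene KDR by 0.78. Of 17 fibroblast and matrix genes 13 were higher and none lower (17 higher adjusted over the list alone, 8 with 1 diseased papilla per patient and 5 with the 28S ribosomal control probe set as covariate), a mean of 0.35 ± 0.51 in 52 patients (adjusted p = 5.42e-07, and adjusted p = 0.113 with an estimated correlation), with PDGFRB up by 0.71 and FBN1 by 0.68. Mast cell markers were higher in 2 of 9 (8 adjusted over the list alone), a mean of 0.24 ± 0.46 in 50 patients (adjusted p = 0.0188, and adjusted p = 0.305 with an estimated correlation). Neither these 2 genes, CPA3 (0.39) and GATA2 (0.30), nor the list (adjusted p = 0.0987) was called with the 28S ribosomal control probe set as covariate. Langerhans and dendritic cell markers split, with 3 of 11 higher and 3 lower (4 and 3 adjusted over the list alone, adjusted p = 0.801). FCER1A fell by 0.74, CD207, the langerin gene of Langerhans cells, by 0.60 and CD1A by 0.54, whereas CCR7, a homing receptor, rose by 0.67. The other probe set of FCER1A was not called. The mean of this list was -0.03 ± 0.26 and the median change over its genes 0.05.

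**Figure D2:**
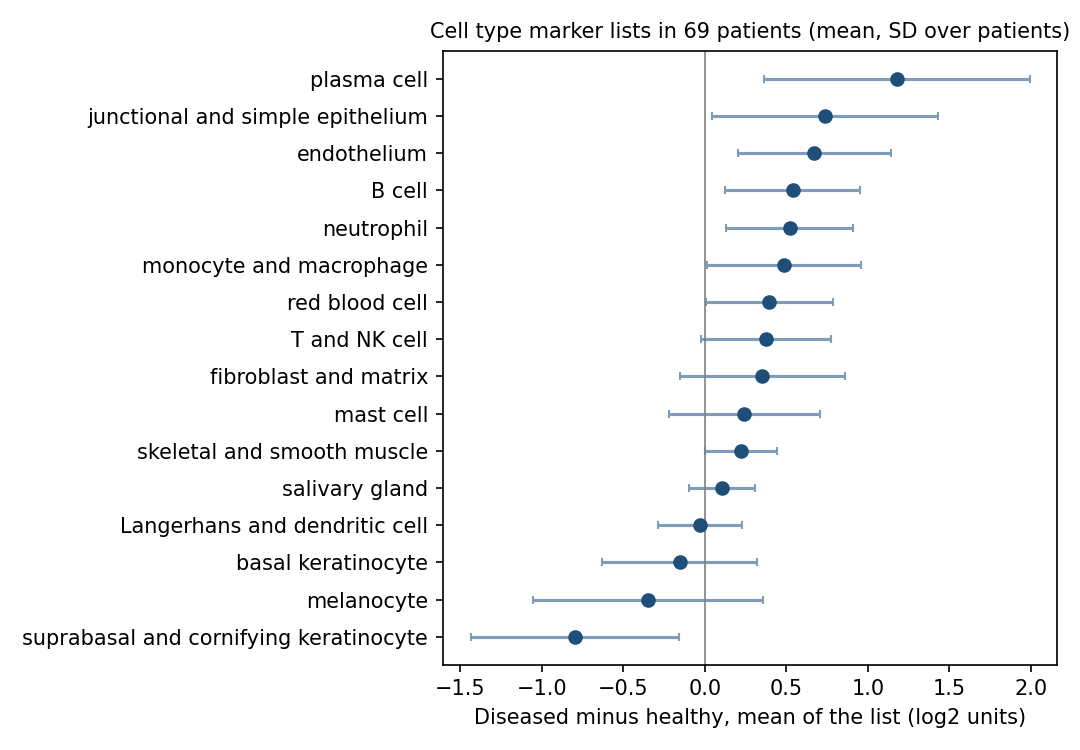
Mean difference in log2 expression between the diseased and the healthy papillae of a patient, for each list of marker genes, over 69 patients. Points mark the mean over patients and bars the SD over patients. The plasma cell list lies highest at 1.18 and the suprabasal and cornifying keratinocyte list lowest at -0.80.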

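Among lists of epithelial markers, that of suprabasal and cornifying keratinocytes was lower in diseased papillae and that of junctional and simple epithelium higher. Of 23 suprabasal and cornifying genes 17 were lower and none higher (18 lower adjusted over the list alone), a mean of -0.80 ± 0.64 (SD, n = 69 patients) in 59 patients (adjusted p = 3.59e-09 from camera, and adjusted p = 0.0554 with an estimated correlation). KRT2, a keratin of upper epidermal layers, fell by 1.70 (SE 0.19, adjusted p = 1.47e-12 from limma, lower in 55 of 69 patients). DSC1 and DSG1 belong to this list and to the desmosome list. Of 7 junctional and simple epithelium genes 4 were higher and none lower (6 higher adjusted over the list alone), a mean of 0.74 ± 0.69 in 60 patients (adjusted p = 0.000221). ODAM, a protein of the junctional epithelium at the tooth surface, rose by 1.37 (SE 0.13), KRT19 by 1.27 (SE 0.11) and ICAM1 by 0.66. The 4 called members were ODAM, KRT19, ICAM1 and CXCL8, and the other probe set of KRT19 was not called. CXCL8 is a member of both this list and the cytokine list, so the rise of the list need not come from epithelium alone. The basal keratinocyte list, with 7 of its 11 genes measured, had 3 lower and none higher (4 lower and 2 higher adjusted over the list alone) and a mean of -0.16 ± 0.47 (adjusted p = 0.283, lower in 49 patients). KRT15 fell by 0.61 and DST by 0.57, where 1 of the 9 other probe sets of DST was also called lower. KRT14 (-0.30, adjusted p = 0.0212) had a mean of 14.05 in healthy papillae, near the highest value of the arrays. It was not called with the patient as fixed block or with patients ignored, among other settings. Melanocyte markers were lower in 3 of 6 (4 adjusted over the list alone), a mean of -0.35 ± 0.71 in 44 patients (adjusted p = 0.0634), with MLANA down by -0.64. After quantile normalization on top of the deposited values this list was called (adjusted p = 0.0439). Red blood cell genes were higher in 4 of 6 (5 adjusted over the list alone), a mean of 0.40 ± 0.39 in 59 patients (adjusted p = 0.00428, and adjusted p = 0.140 with an estimated correlation), with the closely similar globin genes HBB and HBD up by 0.97 and 0.62. Muscle genes were higher in 4 of 12 and lower in 1 (6 and 2 adjusted over the list alone), a mean of 0.22 ± 0.22 in 57 patients (adjusted p = 0.0283, and adjusted p = 0.156 with an estimated correlation). The members that rose were those of smooth muscle, which also surrounds vessels, with TAGLN up by 1.13, ACTA2 by 0.77 and MYH11 by 0.49. None of the 2 other probe sets of ACTA2 was called. The muscle list was not called without the patient block (adjusted p = 0.0514). Of 10 salivary gland genes none passed (6 higher adjusted over the list alone), with a mean of 0.11 ± 0.20 (adjusted p = 0.213). With an estimated correlation the calls of the endothelial list (adjusted p = 0.0283) and of the plasma cell, B cell, macrophage and junctional lists (adjusted p = 0.0492 each) held. The 5' control probe set of 28S ribosomal RNA lay lower in diseased papillae by -1.75 ± 1.97 in the same patients, in which 10 of 69 had it higher (permutation p = 1e-05).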

Thus, our data indicate presence of pro-apoptotic alterations in the gingival tissues in *A. actinomycetemcomitans*-associated periodontitis, while the effects of *P. gingivalis *appear to be primarily mediated by other pathways. Interestingly, our data corroborate a recent study that explored the hyper-responsiveness of peripheral blood neutrophils in periodontitis and demonstrated a significantly increased expression of several interferon-stimulated genes [43]. As shown in Table 2, interferon alpha inducible protein-6 was among the top commonly up-regulated genes in gingival tissue lesions according to levels of *A. actinomycetemcomitans*, *P. gingivalis *and *C. rectus*, and tissue-infiltrating neutrophils are a conceivable source for these transcripts.

In general, the magnitude of the differential expression of host tissue genes according to levels of *A. actinomycetemcomitams *(with a total of 68 genes exceeding an absolute fold change of 2 when comparing tissue samples in the upper and lowest quintiles of subgingival colonization; Additional File 1) was more limited than that of bacteria in the 'red complex' (488 genes for *P. gingivalis*, 521 genes for *T. forsythia*, 429 genes for *T. denticola*; Additional Files 2, 3, 4) or *C. rectus *(450 genes; Additional File 8).

The null hypothesis underlying the present study, i.e., that variable subgingival bacterial load by specific bacteria results in no differential gene expression in the adjacent pocket tissues, was rejected by our data. Indeed levels of only 2 of the 11 species investigated appeared to correlate poorly with differential gene expression in the tissues: *A. naeslundii*, whose levels were statistically associated with differential expression of only 8 probe sets out of the approximately 55,000 analyzed, and *E. corrodens *with <1% of the probe sets being differentially regulated between pockets with the highest versus the lowest levels of colonization. In contrast, 15-17% of the examined probes sets were differentially expressed according to subgingival levels of the "red complex" species and *C. rectus*, whose levels were the most strongly correlated with gingival tissue gene expression signatures among all investigated species.

Importantly, the above associations between bacterial colonization and gingival tissue gene expression signatures were confirmed in analyses adjusting for clinical periodontal status, although they were expectedly attenuated. In other words, the difference in the tissue transcriptomes between periodontal pockets with high versus low levels of colonization by the particular species identified as strong regulators of gene expression cannot solely be ascribed to differences in the clinical status of the sampled tissues [10] which is known to correlate well with bacterial colonization patterns [31]. Instead, our analyses based on either statistical adjustment or restriction to 'diseased' tissue samples consistently demonstrate that, even among periodontal pockets with similar clinical characteristics, the subgingival colonization patterns still influence the transcriptome of the adjacent gingival tissues. Assuming a generally positive correlation between gene and protein expression [44,45], this finding is conceptually important as it suggests that the 'phenotype' of the periodontal pocket, and by extension its potential to experience additional periodontal tissue breakdown and/or an unfavorable or favorable treatment response, is also dependent on its bacterial content, and not merely on the traditional clinical parameters (non-specific plaque accumulation, bleeding on probing, probing depth and attachment level). It also provides biology-founded ammunition in favor of the controversial argument that microbial diagnostics have a place in the decision-making and therapeutic management of patients with periodontitis [46].

Finally, we emphasize that the subject sample involved in the present study included both chronic and aggressive periodontitis patients and subjectsbelonging to various race/ethnicity groups. It is conceivable that the typeof disease and race/ethnicity-related charactersitics may be additional determinants of the gingival tissue transcriptome and/or may act asmodifiers of the association between bacterial colonization patterns andtissue gene expression. We intend to explore these possibilities insubsequent reports.

## Conclusion

Using data from 120 patients, 310 gingival tissue samples and the adjacent 616 subgingival plaque samples, we demonstrate a strong correlation between the bacterial content of the periodontal pocket and the gene expression profile of the corresponding gingival tissue. The findings indicate that the subgingival bacterial load by several - but clearly not all - investigated periodontal species may determine gene expression in the adjacent gingival tissues. These cross-sectional observations may serve as a basis for future longitudinal prospective studies of the microbial etiology of periodontal diseases.

## Authors' contributions

PNP conceived of the study, is the Principal Investigator of the grant that provided the funding, and authored the manuscript; JHB and DLW recruited and treated the patients, and harvested the microbial and gingival tissue samples; MK carried out the laboratory work for the gene expression assessments and RC for the microbiological assessments; RD carried out the gene expression analysis and assisted in the authorship of the manuscript; MH and PP assisted in the data analysis and the authorship of the manuscript. All authors read and approved the finalized text.

## Supplementary Material

Additional file 1 **Table S1**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *A. actinomycetemcomitans *in the adjacent pockets. Click here for file

Additional file 2 **Table S2**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *P. gingivalis *in the adjacent pockets. Click here for file

Additional file 3 **Table S3**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *T. forsythia *in the adjacent pockets. Click here for file

Additional file 4 **Table S4**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *T. denticola *in the adjacent pockets. Click here for file

Additional file 5 **Table S5**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *P. intermedia *in the adjacent pockets. Click here for file

Additional file 6 **Table S6**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *F. nucelatum *in the adjacent pockets. Click here for file

Additional file 7 **Table S7**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *P. micra *in the adjacent pockets. Click here for file

Additional file 8 **Table S8**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *C. rectus *in the adjacent pockets. Click here for file

Additional file 9 **Table S9**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *E. corrodens *in the adjacent pockets. Click here for file

Additional file 10 **Table S10**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *V. parvula *in the adjacent pockets. Click here for file

Additional file 11 **Table S11**. Statistically significantly differentially expressed probe sets in the gingival tissues according to levels of *A. naeslundii *in the adjacent pockets. Click here for file

Additional file 12 **Table S12**. A list of the top 100 differentially expressed probe sets in the gingival tissues according to levels of 'Etiologic burden' in the adjacent pockets. Click here for file

Additional file 13 **Table S13**. A list of the top 100 differentially expressed probe sets in the gingival tissues according to levels of 'Putative burden' in the adjacent pockets. Click here for file

Additional file 14 **Table S14**. A list of the top 100 differentially expressed probesets in the gingival tissues according to levels of 'Health-associated burden' in the adjacent pockets. Click here for file

Additional file 15 **Table S15**. List of all statistically significantly regulated GO groups in the gingival tissues according to levels of each of the 11 investigated species in the adjacent pockets. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

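Gingival papillae of 120 patients with periodontitis had been measured, 1 papilla to an array, on the Affymetrix Human Genome U133 Plus 2.0 array: 69 healthy papillae and 241 diseased papillae, 310 in all. Tissue status and patient were taken from the sample labels, and all columns of the deposited table were mapped. The labels carry neither the bacterial counts nor the probing depths of the paper's models, so no association with a bacterial species was tested here, and passages were written only where the paper's statement concerns tissue status, the patient effect or the array values.

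The values are log2 values that the authors deposited after log scale robust multi-array analysis (RMA) with default settings, as their methods state. RMA corrects background, brings the probes of all arrays to 1 distribution and summarizes each probe set. The RMA software version is not given in the sources used here, and the scanner files were not used here. Quantile normalization within RMA removes a shift common to all probe sets of an array, so every difference below is relative to the rest of the array. Values ran from 2.33 to 14.48, and the medians of the arrays lay within 5.18 to 5.49. The number of arrays limits the precision, and transcripts near background or near the highest values are compressed on this scale.

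Probe set names came from the platform annotation, updated to current symbols through Entrez identifiers (41037 of 41091 probe sets naming 1 gene). Probe sets naming several genes (1801) or none here (11721) were tested as probe sets and left out of gene-level results. Of 19775 genes, 10523 had more than 1 probe set and were represented by the brightest. The 62 Affymetrix control probe sets were left out of all counts. No genome sequence or coordinates were used.

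Diseased and healthy papillae were compared in R 4.3.3 with limma 3.58.1 (lmFit, duplicateCorrelation with the patient as random block, eBayes) and data.table 1.17.8, over all 310 arrays. The patient labels pair the papillae, since papillae with 1 patient number come from 1 mouth, and the consensus correlation within patients was 0.374. A call is a Bonferroni adjusted p under 0.05, over 54613 probe sets or 19775 genes. This follows the paper's mixed model with the patient as random effect, its Bonferroni criterion and its fixed effect for tissue status, without the bacterial count. Per-patient differences (mean of the diseased papillae minus the healthy papilla, 69 patients) were tested by two-sided sign-flip permutation with 100000 permutations, and correlations by permutation of the patients. The share of variance between patients was estimated by REML for each probe set.

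The 31 gene lists comprised 16 lists of cell type markers and 15 of pathways, with 561 entries, of which 509 were measured. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, on values whitened by the patient correlation, with Benjamini-Hochberg adjustment over the lists. Camera compares a list with all other genes. Some genes belong to more than 1 list. The genes named in the text were chosen by a rule: the genes the paper names from its expression data, the 15 largest rises and 15 largest falls among called genes that moved the same way in at least 80% of the 69 patients, and up to 4 called members of each list. Values in the paper's tables had been seen when the rule was written. Members named because they moved against their list were chosen after their values were seen.

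For the within-patient relations among diseased papillae, the difference between 2 diseased papillae was taken in each of 119 patients. The tables of the 100 probe sets for each bacterial burden were read from the paper's supplementary text, and the probe sets of Table 2 were taken from the tables for its 3 species. The tables for single species were held only in part (the first 1995 to 1998 rows each, with 52677 rows not in the copy), so no overlap or enrichment was computed from them.

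The steps were tested on simulated values with the real design of 241 diseased and 69 healthy papillae and 54613 probe sets. The limma step called 75.5% of changed probe sets at a log2 difference of 0.25, 98% at 0.5 and 100% at 1, with 0 unchanged probe sets called. In the same simulation camera found the shifted list and called 0 of 29 unshifted lists, but the simulated genes were independent of each other, unlike real ones.

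The comparisons, the gene lists, the rule for naming genes and the following alternatives were set before the data were examined: REML in place of duplicateCorrelation, no patient block, the patient as fixed block, 1 diseased papilla per patient, the 69 patients with both kinds of papilla, a filter on mean level, median centring, quantile normalization, array weights, a variance prior with trend and robust fitting, a covariate for RNA degradation, other thresholds, the mean over probe sets of a gene, an estimated correlation in camera, subtraction of GAPDH in each array for the RT-PCR genes and diseased papillae alone for the patient effect. Added after seeing the data were the 5' 28S ribosomal control probe set as covariate, the mean of the plasma cell list as covariate and a fit without the 23 arrays (7 healthy, 16 diseased) whose GAPDH 3' minus 5' difference lay beyond 3 median absolute deviations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.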

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

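The fit with the 5' 28S ribosomal control probe set as covariate, and its use on the keratinocyte pattern, were chosen only after the results were seen; the other tests of that pattern were set before. A control probe set for the 5' part of 28S ribosomal RNA, which the paper does not report on, was lower in diseased papillae by -1.76 on the log2 scale, with a mean of 8.00 ± 1.50 (SD) in 69 healthy and 6.22 ± 1.61 in 241 diseased papillae; the per-patient difference was -1.75 ± 1.97 (higher in 10 of 69 patients), and that of the probe set for the middle part -0.58 ± 0.85 (higher in 18). The control probe set for the 3' part of 28S ribosomal RNA did not go with them, at 0.095 (adjusted p = 1), and the control probe sets for 18S ribosomal RNA were at -0.85 (5', adjusted p = 4.13e-05), -0.76 (middle, adjusted p = 2.43e-06) and -0.46 (3', adjusted p = 1). Genes that the paper does not discuss also lay far from healthy levels: AADACL2 at -2.09 (lower in 63 of 69 patients), NEFL at -1.75 (64 patients) and FLG2 at -1.72 (57 patients). The endothelial marker list, likewise outside the paper's text, had a mean change of 0.70 over its 15 genes and was higher in 63 of 69 patients.

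Cornifying keratinocyte genes fell in diseased papillae. A lower share of keratinocytes alone would lower basal genes alike. The suprabasal and cornifying list fell more than the basal list, by a difference of -0.642 (95% bootstrap interval over 69 patients -0.79 to -0.50). Only 7 of 11 basal genes were measured, of which KRT14 and KRT5 lie near the highest values. Well below these values the basal genes split. ITGA6 (0.077), ITGB4 (0.17) and LAMB3 (0.28) did not fall, but KRT15 (-0.61) and DST (-0.57) were called lower. Whether the basal genes are specific to keratinocytes in this tissue was not tested. A lower share of keratinocytes as part of the fall therefore stays open. RNA degradation stays undecided. With the GAPDH 3' minus 5' difference as covariate 103.6% of the mean change of the list (-0.80) was kept. But this difference was not shown to vary with status (permutation p = 0.42), so adjusting for it had little to remove. Its SD was 1.20 in healthy and 0.50 in diseased papillae. The same measure for ACTB differed by -0.25 ± 1.48 between the papillae of a patient (higher in 26 of 69, permutation p = 0.17). The signal of the 5' 28S control probe set alone, which did vary with status, is argued against as the whole cause, since with it as covariate the mean change was -0.71 (88.8% kept) and 15 of 23 genes were called lower, against 17. Healthy papillae dissected with more keratinized oral epithelium cannot be told apart from a change of differentiation in the pocket epithelium, because nothing measured describes the dissected surface and the same -0.80 would follow from either, although the paper's dissection took the part facing the root, with the lining of the pocket, which is meant to leave the oral surface out. A loss of cornification in diseased papillae stays open as a hypothesis, and the call of the list rests on the preset correlation (adjusted p = 0.0554 with an estimated one).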

How the results depend on the processing

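The 28S and plasma cell covariates and the fit without 23 arrays of outlying GAPDH 3' minus 5' difference were chosen after seeing the data. Without a replicate block, 4117 probe sets were higher and 5019 lower, and with the patient as fixed replicate block 4432 and 6092, against 5269 and 7078. The first kept 73.9% and the second 82.0% of the called probe sets, none in the opposite direction. The 28S covariate gave 3693 and 5620, array weights 7053 and 9208, and the fit without the outlying arrays 6199 and 8889. Median centring gave 4646 and 7954 probe sets and 2376 and 3339 genes. Quantile normalization gave 5455 and 6483 probe sets, but more genes higher (2864) than lower (2660). Which direction held more genes thus depended on the scaling. Counts moved by over 1.5 times with the threshold, which by construction passes more or fewer: Benjamini-Hochberg gave 13706 and 15621 probe sets, 5808 and 5855 genes and 110 lower list members (70 by Bonferroni), a 1.5-fold minimum 1093 and 833 probe sets and 579 and 374 genes, and a 2-fold minimum 310 and 93 probe sets and 148 and 51 genes. With the plasma cell list mean as covariate, 442 and 1037 probe sets and 316 and 593 genes passed. The covariate holds genes that rise with disease, so it removes part of the status effect, and 10.6% of the called probe sets were kept. It also holds 6 genes of Table 2, so it removes the change of Table 2 probe sets in part by construction. Under it, 0 of the 37 probe sets of Table 2 and 0 of the 26 with the largest fold changes at any p were called in either direction (the median change over the 37 was 0.34, against 2.21), and of the 100 probe sets of each burden, 2 were higher and 3 lower for the etiologic burden, 1 and 6 for the putative and 1 and 5 for the health-associated burden.

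Camera called 22 of 31 lists with a preset correlation and 9 with an estimated one, which widens the null by construction. The adjusted p then was 0.305 for MHC class I presentation and for mast cells, 0.0673 for MHC class II presentation, 0.0684 for T and NK cells and for endoplasmic reticulum secretion, 0.0554 for desmosome, neutrophil and suprabasal keratinocyte, 0.113 for fibroblast, 0.541 for proliferation, 0.140 for red blood cell, 0.156 for muscle and 0.0707 for the toll-like receptor list. The proliferation list also lost its call with 1 diseased papilla per patient (adjusted p = 0.0695), median centring (0.0558), quantile normalization (0.0753), the brighter probe sets only (0.119) and no replicate block (0.0835), and ranged from 0.0203 to 0.541. The muscle list lost its call with no replicate block (0.0514) and among the brighter probe sets only (0.0917), mast cells with the 28S covariate (0.0987), and melanocytes gained one with quantile normalization (0.0439). The direction of the uncalled MAP kinase list turned with median centring (0.936), the mean over probe sets (0.583), no replicate block (0.907), quantile normalization (0.728) and the brighter probe sets only (0.861). Counts of called members of single lists stayed within 1.5 times in 834 comparisons with an alternative and moved further in 96, of which 23 were with Benjamini-Hochberg, 12 each with array weights and the 28S covariate, and 8 with the patient as fixed replicate block: MHC class I presentation had 3 members higher with that block (7 with the random one), fibroblast and matrix 8 with 1 diseased papilla per patient and 5 with the 28S covariate (13 without), mitochondrial apoptosis 4 with the 28S covariate (7 without), and the MAP kinase list 2 with no or a fixed replicate block and 1 with 1 diseased papilla per patient or the 28S covariate (4 as reported). In the remaining 438 camera comparisons of a list with an alternative, direction and side of the threshold were kept.

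Among named genes, 1944 comparisons with an alternative kept direction and call, 59 lost and 2 gained the call. Signs turned for the uncalled GAPDH (0.044) and IFI6 (0.081) with the 28S covariate and for S100A8 (0.011) with the mean over probe sets. Of the burden probe sets, no replicate block left 7 higher and 19 lower for the health-associated burden, and the fixed replicate block 0 lower for the etiologic burden (0 to 2 over all settings but the plasma cell covariate). The 28S covariate gave 9 higher for the putative burden (16 without it), and 1 diseased papilla per patient 8 lower (14 with all). Among the brighter probe sets only, 68 of the health-associated burden were left and 8 of these were higher, against 13 of 100 with all. The lower count thus goes with fewer probe sets tested. Among papillae of different patients (1 diseased papilla each), the median r of the IFI6-labelled probe sets with the interferon list was -0.176, and that of the probe set naming IFI6 alone was 0.540 with the interferon list and -0.0908 with the plasma cell list. There DSC1 against T and NK cells (r = -0.273) and SLAMF7 against basal keratinocytes (r = -0.438) passed. RT-PCR genes (14 comparisons), patient effect (2) and status share (6) kept direction and side in each alternative run. Where no construction is named, the cause was not tested. Signal near background limits what can be called among dim probe sets: among the 27307 brighter probe sets alone, 4270 were higher and 5568 lower.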

Differences from the paper's values

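The values that differ by over 1.5 times concern tables of the paper rather than the arrays, and none of the alternatives set before the data were examined applies to them. The paper's text counts 8 probe sets under its threshold for A. naeslundii, whereas 1995 of the 1995 rows held here of the table for that species list a p below the threshold. These rows hold the same 1995 probe sets, each with the same p, as the rows held of the T. denticola table, including 840 p-values that are not 0. The largest absolute fold change in them was 1.57, against the paper's 2.0. The paper's text counts 68 genes over 2-fold for A. actinomycetemcomitans, whereas 251 of the 1996 rows held of its table exceed 2-fold, under 138 distinct gene labels. Since the paper counts genes and the rows are probe sets, both of these numbers are given. Taking only rows with a listed p of 0, a setting chosen after seeing the values, 66 rows exceed 2-fold; the same setting gave 429 for T. denticola and 450 for C. rectus, as in the paper, 520 for T. forsythia (the paper's 521) and 499 for P. gingivalis (the paper's 488). Closer to the paper, within 1.5 times, were the fold change at rank 50 for A. actinomycetemcomitans (the paper's 2.2 against 3.20 in the rows held, and 2.25 among rows with a listed p of 0), the largest fold change for E. corrodens (the paper's 3.2 against 2.49) and the fold change at rank 50 for A. naeslundii (the paper's 1.5 against 1.25); only part of each table is held, so its missing rows can raise but not lower these values.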

Other observations

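The tests tied to an explanation were set before their results were seen, the matching of probe sets to the rows of Table 2 was chosen after, and the relations of other lists to the shared axis were computed without a test of their own. Probe sets that the paper ties to bacterial level differed by tissue status to an unequal degree. The 60 fold changes that Table 2 prints were reproduced by the 20 largest fold changes per species among rows with a listed p of 0, which are 37 probe sets; all 37 were higher in diseased papillae (by 1.32 to 2.57), and status explained a median of 33.4% of their variance. The set planned for Table 2, the 20 largest fold changes per species at any p (26 probe sets, 25 of them among the 37), was also higher throughout (median share 33.3%). Of the 100 probe sets of the etiologic burden, 88 were higher and 1 lower (median share 19.1%), of the putative burden 16 and 14 (2.12%), and of the health-associated burden 13 and 31 (3.59%), with 7 and 19 for the last when patients were ignored (no replicate block). The direction of the paper's fold change was that of the status difference for 97, 65 and 11 of 100 probe sets. The paper computes this fold change from raw values of the highest over the lowest colonization quintile. A difference in tissue status between the quintiles can therefore enter it. The paper's further models of diseased tissue with probing depth were not compared here. The study chose these lists on the same samples, so they are not independent evidence of a direction.

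Between 2 diseased papillae of a patient, SPAG4, POU2AF1 and SLAMF7, among the genes that the paper sets apart from expected inflammatory ones, followed plasma cell markers. With the mean of the plasma cell list without these genes (17 genes, of which Table 2 also holds MZB1, TNFRSF17, FKBP11 and FCRL5), the difference in SPAG4 correlated at r = 0.938 (rho = 0.891), in POU2AF1 at 0.893 (rho = 0.862) and in SLAMF7 at 0.95 (rho = 0.911), each with p = 1e-05 by permutation, the smallest possible, and 4e-05 adjusted over 16 comparisons (n = 119 patients). Without the 2 farthest patients r was 0.924, 0.867 and 0.940. Against T and NK cell markers r was 0.306 to 0.372 and against neutrophil markers 0.260 to 0.294. DSC1 gave r = -0.423 (rho = -0.367) with the plasma cell list, and -0.324 without the 2 farthest patients. With basal keratinocyte markers r was -0.193 for SPAG4, -0.378 for POU2AF1 and -0.154 for SLAMF7, but -0.614, -0.638 and -0.622 without the 2 farthest patients, so the smaller values rest on those.

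Table 2 lists interferon alpha-inducible protein 6 (IFI6), and 21 probe sets of the tables for A. actinomycetemcomitans, P. gingivalis and C. rectus carry IFI6 among several gene labels; 17 of them name an immunoglobulin gene in the platform annotation and 3 no gene, and the other names DHX30. Between 2 diseased papillae of a patient, their median r was 0.80 with the plasma cell list, -0.0337 with the interferon stimulated list and 0.264 with the neutrophil list (n = 119, 66 comparisons). The difference between plasma cell and interferon of 0.833 (95% bootstrap interval 0.665 to 1.07) goes with immunoglobulin transcripts as what these probe sets measure, a reading that stays a hypothesis. An interferon response (-0.833) and transcripts of infiltrating neutrophils (-0.536) as the main content are argued against by the same values. The probe set naming IFI6 alone showed r = 0.306 with the interferon list (adjusted p = 0.003, and r = 0.198 without the 2 farthest patients) and 0.106 with the plasma cell list.

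The difference between diseased and healthy papillae lay along the variation among diseased papillae. Across genes, the change per unit of the plasma cell list between 2 diseased papillae of a patient correlated with the diseased minus healthy change at r = 0.819 (95% bootstrap interval over patients 0.618 to 0.841; genes are not independent replicates), so the amount of plasma cell transcripts may be part of a shared axis. For the GAPDH 3' minus 5' difference r was -0.0757, which argues against this measure of RNA degradation as the shared axis. It was not shown to vary with status (permutation p = 0.42). The ribosomal control probe sets, which did vary, were not tried as an axis. RNA degradation that the GAPDH difference misses therefore stays undecided. The T and NK cell list gave 0.752, the neutrophil list 0.758, the endothelial list 0.485 and the suprabasal keratinocyte list -0.602, so the axis is not specific to plasma cells, and a general degree of inflammation stays open.

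Chance can be excluded for the count of called probe sets. Of 100 splits of the samples into 69 and 241, the real one included, 1 gave as many called probe sets (12347, the highest other split 9), and among splits within patients the highest other gave 26. For the lists called with a preset correlation, 2 of 100 splits gave as many as the real 22, a share under 0.05, but the highest other gave 23, above the real count, and other splits called a median of 8 lists, or 12 within patients. Many calls in random splits point to genes of a list that vary together, so a single list's call with the preset correlation is weak evidence. With an estimated correlation 9 lists were called and at most 1 in any other split drawn, so chance can be excluded for that count.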
